# MicroRNA-222 regulates muscle alternative splicing through Rbm24 during differentiation of skeletal muscle cells

**DOI:** 10.1038/cddis.2016.10

**Published:** 2016-02-04

**Authors:** B Cardinali, M Cappella, C Provenzano, J M Garcia-Manteiga, D Lazarevic, D Cittaro, F Martelli, G Falcone

## Abstract

A number of microRNAs have been shown to regulate skeletal muscle development and differentiation. MicroRNA-222 is downregulated during myogenic differentiation and its overexpression leads to alteration of muscle differentiation process and specialized structures. By using RNA-induced silencing complex (RISC) pulldown followed by RNA sequencing, combined with *in silico* microRNA target prediction, we have identified two new targets of microRNA-222 involved in the regulation of myogenic differentiation, Ahnak and Rbm24. Specifically, the RNA-binding protein Rbm24 is a major regulator of muscle-specific alternative splicing and its downregulation by microRNA-222 results in defective exon inclusion impairing the production of muscle-specific isoforms of Coro6, Fxr1 and NACA transcripts. Reconstitution of normal levels of Rbm24 in cells overexpressing microRNA-222 rescues muscle-specific splicing. In conclusion, we have identified a new function of microRNA-222 leading to alteration of myogenic differentiation at the level of alternative splicing, and we provide evidence that this effect is mediated by Rbm24 protein.

During skeletal muscle differentiation, gene expression is tightly regulated at both transcriptional and post-transcriptional levels. MicroRNAs (miRNAs) have emerged as key post-transcriptional modulators of gene expression in virtually all biological processes, including myogenesis.^1^ A number of miRNAs have been implicated in myogenesis and muscle disease, some specifically expressed in muscle cells, others ubiquitously expressed.^2, 3^ Two closely related miRNAs, miR-221 and miR-222, were previously shown to be downmodulated during differentiation and to induce a delay in progression of differentiation and alterations of myotube morphology and contractile structures when overexpressed.^4^ MiR-221 and miR-222 are clustered together in both human and mouse genomic *loci*, are evolutionarily conserved among vertebrates, have similar sequences and an identical target binding ‘seed' region, corresponding to positions 2–8, in both humans and mice. They are ubiquitous and have been found abnormally expressed in several tumors.^5^ In muscle cells, miR-221/222 have been shown to target p27 (Cdkn1b),^4^ β1-syntrophin (Sntb1)^6^ and, more recently, MyoD transcription factor.^7^ In addition, an increase in miR-221/222 expression was described in muscles from *mdx* dystrophic mice and in muscle tissues from several human primary muscle disorders,^8, 9^ linking these miRNAs to muscle disease.

MiRNAs are excised from large stem-loop-containing transcripts and then incorporated into RNA-induced silencing complex (RISC), where they silence target transcripts via translational repression and/or mRNA destabilization.^1, 10^ MiRNAs typically bind to target mRNA 3'UTRs containing short stretches of complementarity to the seed region of the miRNA.^11^ MiRNA target sites in mRNA 5'UTRs and coding regions have also been found, although less commonly.^12^ Through this minimal degree of base pairing, miRNAs can potentially regulate many different transcripts within the same cellular pathways in a coordinated fashion. At the same time, however, this poses the question of identifying biologically relevant miRNA–target interactions. Computational approaches for miRNA target prediction are important tools to narrow down the number of putative targets although they tend to overpredict miRNA-binding sites. Overexpression of miRNAs followed by transcriptome analyses is frequently used to identify miRNA–mRNA interactions and their relevance for phenotypic changes. However, this approach presents some limitations, as effects on primary miRNA targets cannot be distinguished from indirect effects on gene expression, and miRNA targets that are regulated solely by translational repression are missed.^13^ Thus, search for 'functional' miRNAs, actually associated to the RISC and engaged in mRNA target modulation, possibly combined with bioinformatic target prediction tools, may prove more useful. Indeed, recent literature reports highlight the important role of the RISC immunoprecipitation (RISC-IP) technique in identifying functionally relevant miRNA targets both in cell culture systems^14, 15^ and in human brain tissue.^16^

In order to identify among the predicted miR-222 targets those specifically involved in skeletal myogenesis, we combined *in silico* target prediction with RISC-IP followed by next-generation sequencing of co-precipitated RNAs^17, 18, 19^ using primary mouse satellite cells (MSC) ectopically expressing miR-222, as myogenic cell model. This approach allowed us to discover and functionally validate a number of miR-222 target transcripts. In particular, we show here that Rbm24, a muscle-specific RNA-binding protein having a major role in regulation of muscle development and differentiation^20, 21, 22, 23^ is a direct target of miR-222 and its inhibition by miR-222 impairs muscle-specific alternative splicing.

## Results

### RNA sequencing and validation of miR-222 targets in skeletal muscle cells

We have developed a target immunopurification method based on the immunoprecipitation of endogenous RISC complexes enriched for miR-222 and its target mRNAs, using antibodies specific for Ago2, a core component of the RISC. A number of preliminary experiments were performed in post-mitotic MSC myocytes to optimize the RISC-IP conditions. The RISC-IP efficiency was checked by western blot analysis of immunoprecipitated Ago2 protein (IP) compared with total Ago2 before IP (input) and to that remaining in the supernatant after IP (super) (Supplementary Figure S1a). Specific enrichment of known miR-222 target mRNAs such as p27 and p57 (Cdkn1c), was assessed by quantitative PCR (qPCR) analysis of RNAs in RISC-IP complexes from miR-222-overexpressing cells (miR-222-IP) compared with RNAs in RISC-IP from control duplexes transfected cells (control-IP) (Supplementary Figure S1b). In order to minimize possible off-target effects on RISC due to excessive overexpression of transfected miR-222 mimics, we set up the miR-222 duplex concentration such to ensure that the specific enrichment of miR-222 on miR-222-IPs was below 10-fold compared with the endogenous miR-222 detected in control-IP, despite being >100 times in the input RNA (Supplementary Figure S2).

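RNA bound to Ago2, the protein of the RISC that holds the miRNA, was immunoprecipitated from MSC myocytes and sequenced in 6 libraries. MSC are primary muscle progenitors of the mouse, and the myocytes were cells that had left the cell cycle after 30 h in differentiation medium. They were transfected with miR-222 or control duplex RNA and lysed 16 h later. The duplex concentration is 20 nM in the paper's methods and 10 nM in the sample labels. The first experiment comprised control-IP replicates 1 and 2 and miR-222-IP replicate 1. The second experiment comprised control-IP replicates 3 and 4 and miR-222-IP replicate 2. Each experiment therefore had 1 miR-222-IP, and a difference seen within an experiment has no replicate check.
The authors aligned the reads to mm10 (GRCm38), called peaks with macs2 in each library separately and deposited the peaks that passed their filter. Each list gives the position of a peak and its −log10 p. Read counts per peak and the number of reads in each library were not used here, so the depth behind each peak is unknown. A −log10 p rises with the enrichment of a peak and also with the depth of its library, and a ratio of 2 such values is not a fold change in reads.
The lists held 10579, 20000, 3619 and 17892 peaks in control-IP replicates 1 to 4, and 21074 and 37762 peaks in miR-222-IP replicates 1 and 2. Median peak widths were 411, 362 and 379 bp in control-IP replicates 1, 2 and 4, and 380 and 376 bp in the miR-222-IPs. In control-IP replicate 3 the median width was 32103 bp, and 2771 of its peaks were wider than 5000 bp. Its peaks lay on 10 of the 21 main chromosomes and covered 192 Mb, against 5.65 to 20.0 Mb in the other libraries. No pair of libraries held the same list, with at most 34 peaks of identical coordinates in any pair.
Peaks of different libraries were merged where they overlapped by at least 1 bp or touched. Because the peaks of control-IP replicate 3 joined many separate regions, values are also given for the other 5 libraries. That choice was made after the lists had been seen. A library without a peak in an interval has no listed enrichment past −log10 p of 20 there, which does not show that its RNA was absent. The list of control-IP replicate 3 ends on chromosome 18, at 47281488, and has no peak on chromosomes 2 to 9, 19, X and Y. For these regions a missing peak of that library gives no information on its enrichment.

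**Figure D1:**
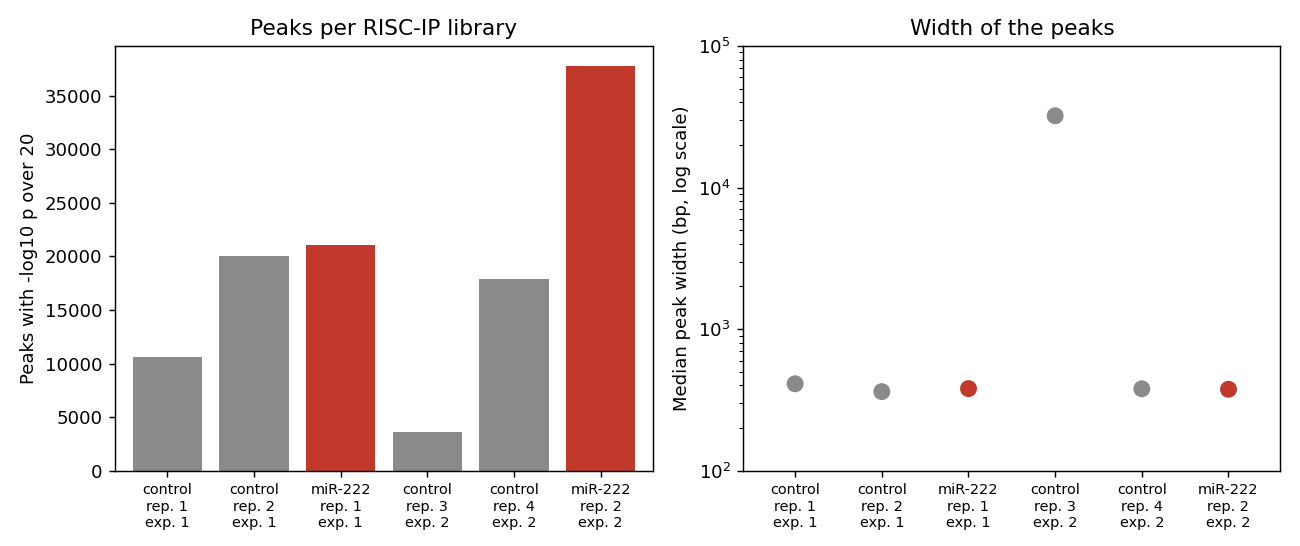
Number of peaks with −log10 p over 20 in each RISC-IP library (left, bars from 0) and median peak width in bp on a log axis (right), with control-IPs in grey and miR-222-IPs in red. The miR-222-IP of the second experiment had the most peaks, 37762, and control-IP replicate 3 had the widest, with a median of 32103 bp.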

To identify potential mRNA targets of miR-222, RISC-IP RNAs from MSC myocytes transfected with miR-222 and control duplexes from two independent experiments were analyzed by RNA Sequencing. In this way, a total of 10998 peaks corresponding to 5626 different genes were identified (Supplementary Table S1). 

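Merging the peaks of all 6 libraries gave 27446 intervals. They overlapped 17784 genes of the GENCODE M21 annotation of GRCm38, counting protein-coding genes, non-coding genes and pseudogenes over the whole gene body. Without control-IP replicate 3 the same procedure gave 41363 intervals and 14132 genes. The wide peaks of that library join intervals that are separate in the other libraries, and they span genes with no other peak. With a stricter filter of −log10 p over 50 there were 11634 intervals in 12875 genes. Requiring a peak in at least 2 libraries left 17443 intervals.
Of the 41363 intervals, 38946 (94.2%) overlapped an annotated exon, 1584 lay in a gene outside its exons and 833 lay outside genes. A peak was present in all 5 of these libraries in 7935 intervals. The other extreme was 12933 intervals with a peak in miR-222-IP replicate 2 alone. By comparison, 378 intervals had a peak in miR-222-IP replicate 1 alone, 2749 in control-IP replicate 2 alone, 146 in control-IP replicate 1 alone and 104 in control-IP replicate 4 alone.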

The number of peaks exceeded that of the genes as, for some transcripts, more than one peak region was identified, as also previously reported,^16^ in keeping with the fact that a single RNA species can bear more than one miRNA-binding site. 

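In the 5 libraries without control-IP replicate 3, exons of 13225 genes lay under a merged interval. More than 1 interval was present in 7108 of them (53.7%), with a median of 2 intervals per gene. The most intervals, 64, belonged to Macf1. In the part of the paper's Table S1 that was read here, 1998 intervals were listed for 923 genes. More than 1 interval was listed for 433 of those genes (46.9%), and at most 20 for a gene. These counts depend on annotation, since an interval over overlapping genes was counted for each of them.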

Next, putative targets of miR-222 were selected among the RNAs overrepresented in RISC complexes from miR-222-overexpressing cells. 

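Over- and under-representation was described from the −log10 p of the peaks, scaled between libraries by the median of ratios, because the log2 fold change of read counts used in the paper was not analysed here. In each experiment the miR-222-IP was compared with the mean of its 2 control-IPs. All 6 libraries had a peak in 3505 intervals. The log2 ratio had an SD across these intervals of 0.47 in the first experiment and 0.51 in the second. The log2 ratio of control-IP replicate 1 to replicate 2 had an SD of 0.74, and that of replicate 3 to replicate 4 an SD of 0.81. These are ratios of single libraries, whereas a mean of 2 controls lowers the spread. The ratio of miR-222-IP replicate 1 to single control-IPs 1 and 2 had an SD of 0.45 and 0.71, and that of miR-222-IP replicate 2 to control-IPs 3 and 4 an SD of 0.73 and 0.52. Ratios with control-IP replicate 3 include its wide peaks.
The log2 ratios of the 2 experiments had a Spearman correlation of 0.186 and a Pearson correlation of 0.182 across intervals, which are not independent replicates. With each control-IP left out in turn the Spearman correlation ranged from 0.0720 to 0.294. Libraries of an experiment were also compared by the Spearman correlation of −log10 p over overlapping peaks. For miR-222-IP replicate 1 it was 0.788 and 0.544 with control-IP replicates 1 and 2 of the same experiment, and 0.254 and 0.827 with control-IP replicates 3 and 4 of the other. For miR-222-IP replicate 2 it was 0.788 and 0.756 with control-IP replicates 3 and 4 of the same experiment, and 0.578 and 0.512 with control-IP replicates 1 and 2 of the other. Each value set the peaks of 1 library against the highest overlapping peak of the other. The 0.254 started from the narrow peaks of miR-222-IP replicate 1. The 0.788 with control-IP replicate 3 started from the wide peaks of that control. These values are therefore not comparable and do not bear on the pairing by experiment. The pairing of libraries by experiment is taken from the sample labels and the paper.
The log2 ratio was positive in both experiments in 25.4% of the 3505 intervals. In 337 intervals both miR-222-IPs exceeded both control-IPs of their experiment, and in 380 intervals both were below them. If the 3 libraries of each experiment were ordered at random, 389 intervals would be expected on each side. The largest mean log2 ratio among the 337 was 1.22 in Atg2b (chromosome 12, 105615964 to 105616603), with 1.37 in the first experiment and 1.08 in the second. Rock2 (chromosome 12, 16942599 to 16943070) had 1.21 and Med13 (chromosome 11, 86308621 to 86309029) had 1.01. The smallest values were −1.73 in an interval of chromosome 13 (112578556 to 112578827) over no annotated exon and −1.37 in Gspt1 (chromosome 16, 11222488 to 11222849). In these intervals control-IP replicate 3 had a −log10 p of 211 and 253, from peaks that extend beyond the interval.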

To maximize sensitivity and minimize possible biases, a very low cutoff value was adopted (log2 fold change >0). Specificity was ensured by taking into account only transcripts displaying potential miR-222-binding sites and by the following validation step. Using miRanda miRNA target prediction software,^24^ we found that sequence peaks corresponding to 234 different RNAs contained the seed for miR-222 and were overrepresented in miR-222-overexpressing cells (Supplementary Table S2). 

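The paper's Table S2 lists 239 intervals for 234 genes. The 7-mer ATGTAGC, complementary to bases 2 to 8 of miR-222, was searched for in the GRCm38 sequence of each interval on the strand of its gene. It was present in 234 of the 237 intervals whose gene strand was known (98.7%), and the 6-mer TGTAGC in 236. Of the 37548 merged intervals over exons with a known strand, 943 (2.51%) held the 7-mer. The median for the 630 7-mers of the same base composition was 2.36%. The Table S2 intervals had a median width of 734 bp and the exonic merged intervals of 373 bp.
Of the 239 intervals, 234 (97.9%) had a peak in miR-222-IP replicate 2 and 132 (55.2%) in miR-222-IP replicate 1, so that 132 had a peak in both. A peak was present in control-IP replicates 1, 2 and 4 in 62, 111 and 104 intervals, respectively. In 97 intervals (40.6%) there was a peak in miR-222-IP replicate 2 and in none of these control-IPs, and in 78 of them miR-222-IP replicate 1 had no peak either. Counting the wide peaks of control-IP replicate 3 as well, 55 intervals remained with a peak in miR-222-IP replicate 2 and in no control-IP. All 55 lie in the regions past the end of the list of control-IP replicate 3, as do 131 of the 239 Table S2 intervals. In the whole set of 41363 merged intervals, miR-222-IP replicate 2 had a peak in 90.9% and miR-222-IP replicate 1 in 50.4%. In each of the 5 libraries the share of Table S2 intervals with a peak differed from that of all merged intervals by at most 6.97 percentage points, with no matching on width. Exonic Table S2 intervals with a known strand and coordinates identical to a merged interval numbered 189. Of these, 44.4% had a peak in miR-222-IP replicate 2 and in none of control-IP replicates 1, 2 and 4. Random lists matched on width had a median of 30.7%, and the observed share was at percentile 99.99 of them. Table S2 was selected on reads of these same libraries, so that selection alone can give an excess and the percentile is no independent support.

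**Figure D2:**
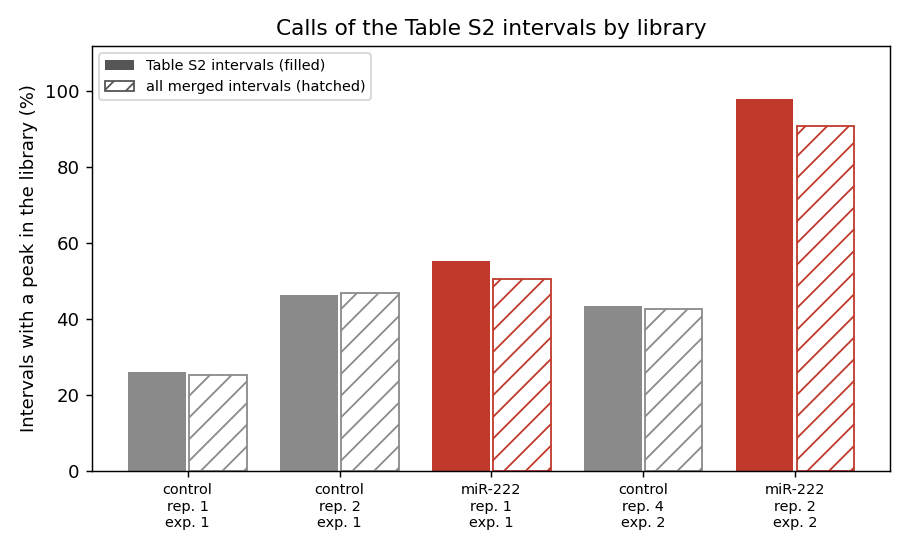
Percent of the Table S2 intervals (filled bars) and of all merged intervals (hatched bars) with a peak in each of the 5 libraries without control-IP replicate 3, with control-IPs in grey and miR-222-IPs in red. In miR-222-IP replicate 2 the shares were 97.9% and 90.9%, and in control-IP replicate 1 they were 25.9% and 25.1%.

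Coordinates were identical to a merged interval for 209 of the 239, and 18 of these had a peak in all 6 libraries. The log2 ratio of −log10 p was positive in both experiments in 3 of the 18 (16.7%). Random lists of as many intervals, matched on mean signal, had a median of 5, and the observed count was at percentile 11.3 of 10000 such lists. The 18 leave out intervals with no peak in a control-IP, and their ratios use the scores of control-IP replicate 3. Without that library the count was 14 of 42, at percentile 70.0. Without scaling it was 11 of 18, at percentile 83.6, and with scaling to the total in peaks 4 of 18, at percentile 13.7. When a library without a peak was given its lowest listed value, 50 of the 209 were positive in both experiments, at percentile 85.8. This fill also covered the regions past the end of the list of control-IP replicate 3, which hold 131 of the 239 Table S2 intervals. The value of that library is unknown there, so this count cannot be read as an enrichment over it. Over the 3505 intervals with a peak in all 6 libraries, the mean log2 ratio was higher by 0.019 in the 151 intervals with the 7-mer, a difference that placed it at rank 373 among the 630 7-mers. Without control-IP replicate 3 the difference was −0.019. From a positive log2 fold change of read counts together with a seed found by miRanda, the paper selects the RNAs of Table S2 as putative targets.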

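The 6 selected transcripts differed in the libraries that called a peak in their Table S2 interval (GRCm38). In Ahnak the interval spans 9002545 to 9003192 of chromosome 19, 648 bp within coding sequence. Of the 5 libraries without control-IP replicate 3, only miR-222-IP replicate 2 had a peak there, with a −log10 p of 33.0. The list of control-IP replicate 3 does not cover chromosomes 19 and X. In Rbm24 (chromosome 13, 46429313 to 46431027) the peaks had a −log10 p of 20.5 in miR-222-IP replicate 1 and 90.5 in replicate 2, and the only control-IP with a peak was replicate 3, with a peak of 132 that spans almost the whole gene. In Wbp5, which the annotation lists as Tceal9 (chromosome X, 136246323 to 136247121), the values were 47.0 and 110 in the miR-222-IPs and 47.9 in control-IP replicate 4. Its 7-mer, at 136246675 to 136246681, overlaps coding sequence in 2 annotated transcripts and untranslated sequence in 2, counted without regard to whether they are the same. The paper places this target sequence where the coding part meets the 3'UTR. In Myo10 (chromosome 15, 25812102 to 25813666) the values were 22.2 and 34.5 in the miR-222-IPs and 22.3 in control-IP replicate 2, and a wide peak of control-IP replicate 3 had 134. The peak of control-IP replicate 2 did not reach the 7-mer, at 25813075 to 25813081 in the 3'UTR. In Chrng (chromosome 1, 87211421 to 87212391) miR-222-IP replicate 2 had 55.7 and control-IP replicate 3 had 190.
In D1Pas1 (chromosome 1, 186969671 to 186969962) none of the 5 libraries with narrow peaks had a peak. A wide peak of control-IP replicate 3, with 37.6, overlapped the interval without reaching the 7-mer at 186969913 to 186969919 in the 3'UTR. The paper's mean of normalized counts in Table S2 is 1.44 for this interval and between 178 and 756 for the other 5.
A log2 ratio in both experiments could be formed for Myo10 only, and it used the wide peak of control-IP replicate 3. It was −0.94, with 1 miR-222-IP per experiment and therefore no replicate check within an experiment. Without the experiment as a block it was −1.19. The paper's average log2 fold changes for these intervals, from read counts, are 0.45 for Ahnak, 0.32 for Chrng, 0.51 for D1Pas1, 0.26 for Myo10, 0.23 for Rbm24 and 0.28 for Wbp5. In the first experiment no library had a peak in the Ahnak or Chrng interval, and that in Rbm24 was slightly over the threshold.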

Among these, six were selected on the basis of their enrichment, gene function and/or relevance for myogenic differentiation, and were validated by qPCR in new RISC-IP experiments (Figure 1 and Table 1). In Figure 1, the average fold increase of the target transcripts in miR-222-IPs compared with control-IPs is shown together with that of the known miR-222 target p27, included for reference. To test whether the increase of these six mRNAs was not simply a reflection of increased total level upon miR-222 expression, RNA extracted from IP input was analyzed. We found that mRNA levels of D1Pas1 and Ahnak were decreased, whereas the other transcripts were not modulated (Supplementary Figure S3). 

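Chrng lies on the forward strand of chromosome 1, from 87204657 to 87212694 in the GENCODE M21 annotation of GRCm38. Its Table S2 interval spans 87211421 to 87212391 in the last exon, exon 12, of which 65 bp are coding and 906 bp untranslated. RefSeq's curated transcript ends at 87211835 and its predicted transcript at 87211643, so that the interval extends 556 and 748 bp past these ends. The predicted record read here is its version 3, and the paper gives the record without a version, so the ends in the version used by the paper are unknown here. The GENCODE transcript continues to 87212694 and contains the whole interval. The 7-mer complementary to the miR-222 seed lies at 87212284 to 87212290, past both RefSeq ends. The sequence around it reads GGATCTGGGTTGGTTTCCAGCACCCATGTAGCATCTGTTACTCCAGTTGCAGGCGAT, with 25 bases on each side of the 7-mer. In this interval miR-222-IP replicate 2 had a peak with a −log10 p of 55.7, and control-IP replicates 1, 2 and 4 and miR-222-IP replicate 1 had none. The 2 other Chrng intervals, at 87206500 to 87206820 and 87207327 to 87207624, overlap coding exons and had 25.2 and 24.8 in the same library. A peak of control-IP replicate 3 with 190 covered all 3 intervals.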

Interestingly, the peak sequences referring to the Chrng gene (Supplementary Table S1) were contained in the 3'UTR of a predicted but not yet verified transcript variant, containing a longer 3'UTR compared with the annotated and sequenced mRNA. We confirmed the existence of such transcript by RT-PCR in both MSC and C2C12 myoblasts (Supplementary Figure S4).

### Ahnak and Rbm24 are novel targets of miR-222 in skeletal muscle cells

Two new potential targets of miR-222 appeared particularly interesting for their pivotal role in myogenic differentiation: Ahnak and Rbm24. Ahnak is a 700 kD large protein belonging to the family of scaffold proteins containing the PDZ protein-interaction domain, involved in regulation of calcium channels, cell architecture and migration and highly expressed in skeletal and cardiac muscle (reviewed in ref. 25). Rbm24 is a 20–25 kD small RNA-binding protein required for cardiac and skeletal muscle development and preferentially expressed in striated muscle where it stabilizes muscle regulatory mRNAs and regulates muscle-specific alternative splicing.^20, 21, 22, 23^

To confirm that miR-222 regulates Ahnak and Rbm24 protein expression, we performed experiments of miR-222 overexpression and inhibition in MSC cells. Transfection of myocytes with miR-222 mimic led to a significantly decreased expression of Ahnak and Rbm24 proteins in western blot analysis, whereas transfection with antisense miR-222 inhibitors resulted in the upregulation of Ahnak and Rbm24 protein expression compared with transfected control RNA (Figures 2a and b).

Ahnak mRNA contains a miR-222-binding site in the coding region, whereas Rbm24 mRNA contains two miR-222-binding sites in the 3'UTR (Rb-1 and Rb-2), the most downstream (Rb-2) being that found by RNA sequencing. 

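The sequences cloned by the paper (Supplementary Table S3) were located in GRCm38, each with a single match of 59 bases in its gene. The Ahnak sequence, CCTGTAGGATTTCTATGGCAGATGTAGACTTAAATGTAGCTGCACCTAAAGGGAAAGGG, lies on the forward strand of chromosome 19 from 9003068 to 9003126, in coding sequence of exon 5, with the seed match at 9003101 to 9003107. This was the only ATGTAGC in the annotated exons of Ahnak. The peak of miR-222-IP replicate 2 over it had a −log10 p of 33.0, and none of the other 4 libraries whose lists cover chromosome 19 had a peak there. The same library had the 2 other Ahnak intervals, with 43.3 and 69.7, neither with the 7-mer.
Rb-1, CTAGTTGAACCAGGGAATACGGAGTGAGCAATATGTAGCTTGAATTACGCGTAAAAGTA, lies on the forward strand of chromosome 13 from 46429691 to 46429749, with the seed match at 46429723 to 46429729. Rb-2, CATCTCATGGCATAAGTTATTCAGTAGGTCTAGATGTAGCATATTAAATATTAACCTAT, lies from 46430504 to 46430562, with the seed match at 46430537 to 46430543. Both are in the 3'UTR in exon 4 of Rbm24, and the annotated exons held no other ATGTAGC. The peak of miR-222-IP replicate 1, from 46429557 to 46430989, and that of miR-222-IP replicate 2, from 46429313 to 46431027, each contained both seed matches. Their −log10 p was 20.5 and 90.5. Control-IP replicates 1, 2 and 4 had no peak in Rbm24. A peak of control-IP replicate 3 from 46418509 to 46431053, with 132, covered both sites and nearly the whole gene.

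**Figure D3:**
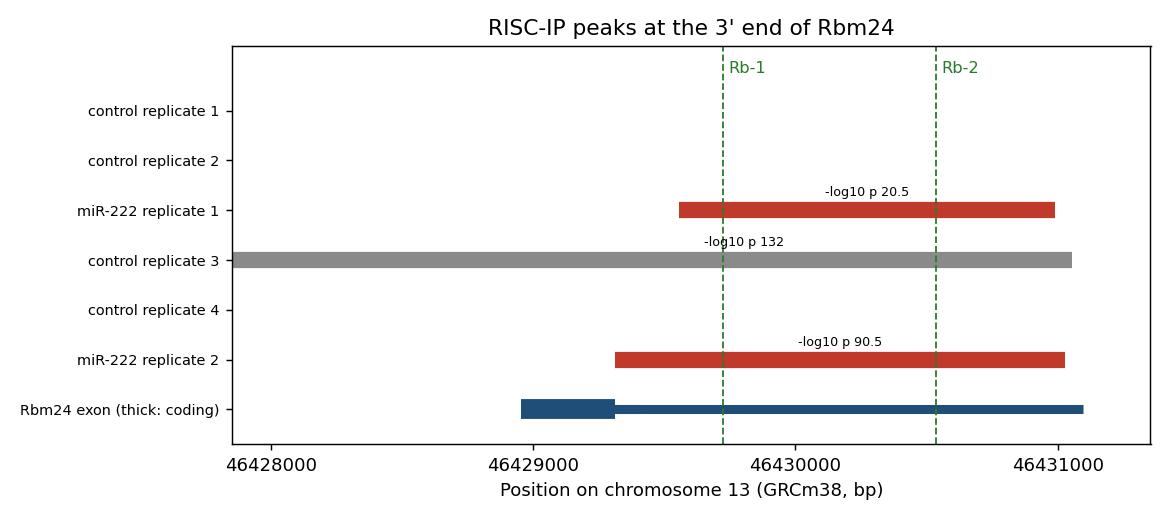
Peaks of the 6 libraries at the end of Rbm24 on chromosome 13 (GRCm38, bp), with control-IPs in grey and miR-222-IPs in red, the −log10 p above each peak, the last exon in blue (coding part thick) and dashed lines at the seed matches of Rb-1 and Rb-2. Both seed matches lie inside the peaks of both miR-222-IPs, and the peak of control-IP replicate 3 continues to the left of the map, to 46418509.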

To show that miR-222 directly regulates the expression of Ahnak and Rbm24 transcripts, miR-222 seed-pairing sites and the immediately surrounding sequences contained in Ahnak and Rbm24 were cloned downstream of the luciferase open-reading frame of the pMIR-REPORT vector. These constructs along with either miR-222 mimic or a control duplex RNA were transfected in 293FT cells and the luciferase activity was measured 24 h later. Figure 2c shows that miR-222 inhibited the expression of the reporter constructs containing an intact miR-222-binding site of Ahnak, whereas this effect was prevented in the construct containing a deletion in the same site. Similarly, both miR-222 seed-pairing sites of Rbm24, but not their mutated versions, were targeted by miR-222. In addition, to analyze the effect of miR-222 on both sites simultaneously, a portion of the 3'UTR of Rbm24 containing both miR-222-binding sites was cloned downstream of the luciferase coding region of pGL3 reporter vector and luciferase expression showed a downmodulation comparable to that of the single sites, and absent in the mutated version. As a reference, the 3'UTR of p27, a well-established miR-222 target^4, 26^ was analyzed, displaying a degree of repression upon miR-222 overexpression similar to that of Rbm24 (Figure 2d). These results confirm that miR-222 directly inhibits Ahnak and Rbm24 target transcripts.

### Overexpression of miR-222 and silencing of Rbm24 result in inhibition of myoblast fusion and muscle alternative splicing

We chose to focus our studies on Rbm24, as modulation of this protein by miR-222 appears more effective. To verify that Rbm24 is upregulated upon differentiation in MSC, we analyzed Rbm24 expression during differentiation at both mRNA and protein levels, and compared it with that of miR-222. Figure 3 shows the analysis of Rbm24, p27 and muscle-specific Myogenin proteins in growing conditions (growth medium, GM) and at different times following shift to differentiation conditions (differentiation medium, DM), in parallel with Rbm24 and p27 mRNAs, and miR-222, analyzed by qPCR. Myoblasts were plated at low density in GM, as it is known that accumulation of p27 is dependent on cell density in GM.^27^ The results show an inverse expression of Rbm24 or p27 proteins and miR-222 upon differentiation, as expected for miR-222 targets (Figures 3a and d). However, levels of Rbm24 and p27 mRNA show a clear difference upon differentiation, as Rbm24 transcript accumulation was very low in GM compared with DM, whereas that of p27 slightly decreased in DM (Figures 3b and c). This suggests that in myoblasts Rbm24 is regulated mostly at transcriptional level, whereas p27 is repressed posttranscriptionally.

In order to determine whether downregulation of Rbm24 contributed to miR-222-inhibition of myogenesis, we decided to investigate whether overexpression of miR-222 and inhibition of Rbm24 by RNAi could exert similar effects on differentiation. To this aim, we transfected miR-222, siRbm24 or control duplex RNAs in proliferating myoblasts, allowed them to differentiate and analyzed the percentage of fusion and the number of myosin-positive cells. Silencing of Rbm24 by RNAi or by miR-222 overexpression resulted in a similar impairment of myoblast fusion, whereas the number of myosin-positive cells was only slightly affected by both treatments (Figure 4). Inhibition of Rbm24 protein accumulation by miR-222 and siRbm24 was verified by western blot after 24 h in DM in a parallel experiment (Figure 5a).

As Rbm24 has an important role in regulation of muscle alternative splicing of several transcripts during skeletal muscle differentiation,^23^ we asked whether miR-222 overexpression could also affect muscle-specific splicing. MSC myoblasts were transfected with miR-222, siRbm24 or control duplex RNAs, shifted to differentiation conditions and, after 8, 16 and 24 h, cells were subjected to western blot analysis to check downregulation of Rbm24 protein and to PCR analysis to measure the efficiency of muscle alternative splicing of mRNAs coding for Coro6, Fxr1 and NACA. These proteins have important roles in skeletal muscle formation and regeneration^28, 29, 30^ and the processing of their transcripts was shown to be regulated by Rbm24 during skeletal muscle differentiation.^23^ Overexpression of miR-222 inhibited efficiently accumulation of Rbm24 and p27 proteins already at 8 h post differentiation, whereas siRbm24 specifically inhibited only Rbm24 protein accumulation, best at 16 h and 24 h post differentiation. Inhibition of Myogenin accumulation was also observed in miR-222 overexpressing cells, possibly as an indirect consequence of miR-222 effect on other targets (Figure 5a). Exon inclusion yielding the muscle-specific isoforms of Coro6, Fxr1 and NACA mRNAs was inhibited by both miR-222 overexpression and Rbm24 RNAi with comparable efficiency. Indeed, increased accumulation of the general isoforms and decrease of the muscle-specific isoforms are well detectable at 16 h and 24 h for Coro6 and Fxr1, and already at 8 h for skNAC, as compared with cells transfected with control duplex RNA (Figures 5b and c).

In order to determine whether inhibition of p27 by miR-222 could also be involved in regulation of Rbm24 expression and, in turn, of myoblast fusion and muscle alternative splicing, we analyzed the effects of miR-222 overexpression and p27 inhibition by RNAi in parallel. These experiments demonstrated that inhibition of p27 did not affect accumulation of Rbm24 protein and, conversely, Rbm24 RNAi did not alter p27 expression level (Supplementary Figure S5c). Moreover, in contrast to miR-222 overexpression and siRbm24, neither myoblast fusion nor muscle alternative splicing were affected by p27 RNAi (Supplementary Figure S5a, b and d).

These results clearly show that decreased accumulation of Rbm24 by means of either miR-222 overexpression or Rbm24 RNAi results in comparable inhibition of myoblasts fusion and muscle-specific alternative splicing, suggesting that the inhibitory effect of miR-222 is mediated by modulation of Rbm24.

### Ectopic expression of Rbm24 rescues miR-222-dependent inhibition of muscle alternative splicing

To assess the specific contribution of Rbm24 to the effect of miR-222 on muscle alternative splicing, we generated a lentiviral vector containing the coding region of Rbm24 (Lenti-Rbm24). The cloned allele lacked the 3'UTR region and therefore was unresponsive to miR-222 regulation. Proliferating myoblasts were infected with Lenti-Rbm24 or a control Lenti-GFP (green fluorescent protein), maintained in GM for 48 h to allow for protein expression. Then, cells were either processed for analysis of exogenous Rbm24 protein accumulation or transfected with miR-222 or control duplex RNAs and shifted to DM for 24 h to test for splicing efficiency. Western blot analysis confirmed ectopic expression of Rbm24 protein in GM, where the endogenous protein is barely expressed, and in DM, where its expression adds up to the endogenous form (Figures 6a and b). In miR-222 mimic-transfected cells, lentiviral expression of ectopic Rbm24 reconstituted the physiological levels of the protein, as expression from the endogenous transcript is inhibited (Figures 6a and b). The rescued expression of Rbm24 resulted in increased accumulation of the muscle-specific isoforms of Coro6, Fxr1 and NACA transcripts (Figures 6c and d), confirming that miR-222 inhibits exon inclusion through downregulation of Rbm24. Interestingly, in the presence of miR-222, ectopic Rbm24 did not recover the expression of p27, as expected, being p27 a direct miR-222 target, and did not induce a significant increase in Myogenin accumulation (Figures 6a and b), indicating that regulation of this protein was not dependent on Rbm24 in this context.

## Discussion

The identification of biologically important targets is crucial for understanding miRNA function. *In silico* miRNA target prediction tools combined with biochemical pulldown techniques such as RISC-IP, followed by RNA sequencing, provide a specific and sensitive method for identifying miRNA targets. However, one potential limitation is represented by the low efficiency of the current bioinformatic algorithms to identify non canonical, 'seedless' targets.^31^ Most studies on miR-222 targets have focused on cancer-related pathways, being this miRNA deregulated in many cancer types.^5^ In this study, we searched for miR-222 targets in skeletal muscle cells to identify miR-222-regulated pathways in myogenesis, and assuming that muscle-specific targets could be identified only in a myogenic cell context.

By using this approach, we have been able to identify and validate by qPCR a number of miR-222 target transcripts, two of which were further studied for their crucial roles on skeletal myogenesis. Ahnak contains a miR-222 target sequence in the coding region. There are many examples of transcripts containing miRNA target sites in the coding region, which are translationally regulated.^12^ It is hypothesized that these sites may be recruited when the 3'UTR of the target gene is too short or to tune the protein abundance of alternative splice variants.^12^ We have shown that Ahnak target site is responsive to miR-222 in luciferase reporter assays and that Ahnak protein is modulated following miR-222 overexpression and inhibition in muscle cells. Further experiments are needed to define how downregulation of Ahnak by miR-222 impacts on muscle differentiation. Similarly, we have shown that both miR-222-binding sites of Rbm24 are responsive to miR-222 in luciferase reporter assays, either separately or in combination, and that the protein is modulated by miR-222 overexpression and inhibition. However, Rbm24 transcript stability is not affected by overexpression of miR-222, implying that this target would have not been identified by using a transcriptome analysis approach. As Rbm24 mRNA and miR-222 are inversely regulated upon differentiation of muscle cells, it is likely that miR-222 contributes to ensure a low expression level of the protein in proliferating myoblasts. Notably, upon differentiation Rbm24 transcript is highly upregulated, in contrast to p27. This suggests that Rbm24 is mostly transcriptionally regulated, whereas p27 is translationally repressed in myoblasts.

We show here that overexpression of miR-222 and silencing of Rbm24 result in inhibition of myoblast fusion. Rbm24 silencing was previously shown to inhibit fusion of C2C12 myoblasts undergoing differentiation^20^ and we observe a similar effect in MSC, confirming that Rbm24 is required for myoblast fusion. However, inhibition of myotube formation by miR-222 does not appear to be mediated solely by Rbm24, as ectopic expression of the protein does not result in enhanced fusion (data not shown). As previously reported in other myogenic contexts,^4, 7^ overexpression of miR-222 results in inhibition of Myogenin accumulation also in MSC. However, in contrast to a previous report in C2C12 myoblasts,^21^ in MSC we do not observe a modulation in Myogenin expression following Rbm24 silencing or ectopic expression in the presence of miR-222 mimics. This is not surprising as it is well known that miRNAs affects many targets at the same time, and it is presumable that miR-222 inhibitory effect on Myogenin expression is mediated by other targets such as MyoD.^7^

As it was previously shown that downregulation of p27 affects myoblast fusion and myosin accumulation,^27^ we asked whether p27 could regulate Rbm24 expression and found that p27 silencing neither alters Rbm24 protein accumulation nor myoblast fusion and muscle-specific alternative splicing, implying that the two proteins have different roles in regulation of differentiation. These contrasting results on the effects of p27 can possibly be explained by the use of a different cell model (C2C12 immortalized myoblasts) and different experimental conditions (transfection at high cell density).

It has been reported that skeletal muscle is one of the tissues with the highest number of alternative splicing events, required for the expression of muscle-specific protein isoforms essential for muscle development and function.^32, 33^ Some forms of muscle disease are associated to aberrant alternative splicing. In particular, in Myotonic Dystrophies triplet expansion within non-coding region of RNAs alters either the activity or the expression of the splicing regulators MBNL1 and CUGBP1^32^ and genome-wide analysis of muscle biopsies from Myotonic Dystrophy type 2-affected patients revealed hundreds of aberrant alternative splicing events.^34^ Notably, miR-222 expression levels were found increased in several muscular dystrophies.^8^ Here, we show that targeting Rbm24 by miR-222 is a crucial event in inhibition of muscle-specific transcript production. It is likely that, in addition to Coro6, Frx1 and NACA, miR-222 can regulate the expression of other muscle-specific proteins, important for muscle development and function, through modulation of Rbm24 expression during differentiation. Regulation of alternative splicing by miRNAs during muscle development was previously reported for muscle-specific miR-133. In contrast to miR-222, miR-133 is upregulated during myogenic differentiation and was shown to repress polypyrimidine tract-binding protein (PTB), an inhibitor of early muscle-specific splicing.^35^ Interestingly, PTB antagonizes Rbm24 in promoting muscle-specific exon inclusion.^23^

The number of miR-222 targets involved in skeletal muscle cell differentiation is constantly increasing, and we describe here two new ones. All miR-222 validated targets have important functions in many processes required for myogenesis such as lineage determination and mainteinance (MyoD^7^), control of proliferation (p27^4^), regulation of dystrophin complexes and costameres (β1-syntrophin;^6^ Ahnak, this work) and regulation of muscle-specific alternative splicing (Rbm24, this work). Importantly, we have identified a new function of microRNA-222 leading to alteration of myogenic differentiation at the level of alternative splicing, and we show that this effect is mediated by Rbm24 protein.

These findings altogether highlight the important role of miR-222 in controlling myogenesis. The number of muscle-related miR-222 targets is going to increase in the next future and our list of overrepresented RNAs in RISC-IP from miR-222-overexpressing myocytes is a source of other miR-222 potential targets, which may be relevant for regulation of myogenesis.

## Materials and Methods

### Antibodies

Mouse monoclonal antibody (mAb) anti-Ago2 (MA2) was a gift from Dr. O'Carrol. mAb to p27 was from BD Transduction Laboratories (Franklin Lakes, NJ, USA), and rabbit polyclonal Ab to p38 (C-20) was from Santa Cruz Biotechnology (Santa Cruz, CA, USA). mAbs to Nucleoporin 153 (QE5) and to Ahnak (EM-09) and rabbit polyclonal Ab to RBM24 (94567) were from Abcam (Cambridge, UK). mAb to Myosin Heavy Chain (MF20) was obtained from Dr. Fischman and mAb to myogenin (F5D) was a gift from G Cossu. TRITC-conjugated goat anti-mouse antibodies were from Jackson ImmunoResearch Laboratories (West Grove, PA, USA). Horseradish peroxidase-conjugated goat anti-mouse and anti-rabbit antibodies were from Santa Cruz Biotechnology.

### miRNA mimics, siRNAs and antisense oligonucleotides

miR-222 and control MirVana mimics were hsa-miR-222-3p and Negative Control #1 from Ambion, Thermo Scientific (Waltham, MA, USA). Alternatively, siRNA-like miR-222 mimic and siGFP control RNA duplex (Eurofins, Luxembourg, Luxembourg, described in^4^) were used. 2′-O-Me antisense RNA oligonucleotides anti miR-222 and anti GFP as control were purchased from Eurofins,^4^ whereas siRNA for Rbm24 was Mission Pre-designed siRNA (PDSIRNA2D) from SIGMA-ALDRICH (St. Louis, MO, USA). The antisense sequence of the Individual siGenome duplex (Dharmacon, Lafayette, CO, USA) for mouse p27 was 5′-UAUCCCGGCAGUGCUUCUCUU-3′.

### Plasmid construction

To prepare the Rbm24 lentiviral construct, the coding region of Rbm24 (RefSeq NM_001081425) was amplified by RT-PCR from total RNA of differentiated MSC using the primers described in Supplementary Table S3, also containing the *Age*I and *Sal*I restriction sites. The PCR product was inserted into pCR2.1 (TA Cloning Kit, Thermo Scientific), excised by AgeI and SalI digestion and then cloned into the AgeI and SalI sites of pCCLsin.PPT.hPGK.GFP,^36^ here named Lenti-GFP, by replacing GFP.

To construct the luciferase reporter plasmids (pMIR-Ahn wt, pMIR-Ahn mut, pMIR-Rbm-1 wt, pMIR-Rbm-2 wt, pMIR-Rbm-1 mut, pMIR-Rbm-2 mut), synthetic oligos (Supplementary Table S3) corresponding to 58 nt surrounding the predicted miR-222 target sites (wt) or the same sequence deleted of the 7 nt matching the miR-222 seed sequence (mut) of Ahnak (RefSeq NM_009643.2) and Rbm24 (RefSeq NM_001081425), were cloned into the *Spe*I and *Hin*dIII restriction sites of the pMIR-REPORT Luciferase vector (Ambion, Thermo Scientific). To generate the Rbm24-3'UTR luciferase reporter plasmid, a 959 bp fragment containing two putative miR-222-binding sites was amplified by PCR from differentiated MSC cDNA, using the primers described in Supplementary Table S2. Following SpeI digestion, the PCR product was cloned downstream of the firefly luciferase coding sequence in the pGL3-Promoter vector (Promega, Fitchburg, WI, USA) into the *Xba*I restriction site. The Rbm24-3'UTR fragment was cloned in sense (pRbm-UTR wt) and antisense orientation (pRbm-UTR mut).

### Cell cultures, duplex RNA transfections and viral infections

Primary MSC^37^ were grown in Ham's medium supplemented with 20% fetal bovine serum, 3% chicken embryo extract and 2.5 ng/ml basic fibroblast growth factor on collagen-coated dishes. C2C12^38^ were maintained proliferating in Dulbecco's Modified Eagle medium (DMEM) supplemented with 20% fetal bovine serum (GM). Differentiation of MSC and C2C12 myoblasts was induced by incubating the cultures in DMEM supplemented with 2% heat-inactivated horse serum (DM). MSC myoblasts were transfected with 10–25 nM duplex RNAs (siRNA or miR-222 mimics and controls) or 25–50 nM 2′-O-Methyl antisense RNA oligonucleotides using the Lipofectamine 2000 transfection reagent (Invitrogen, Thermo Scientific, Carlsbad, CA, USA) in serum-free Optimem (Gibco-BRL, Thermo Scientific, USA). MSC myoblasts were transfected either in GM for 4–5 h and transferred to DM for different times, or shifted to DM for 24–30 h and then transfected for 5 h to overnight. 293FT cells (Invitrogen, Thermo Scientific) were grown in DMEM supplemented with 10% fetal bovine serum and used for both lentivirus production and luciferase assays. For production of Lenti-GFP^36^ and Lenti-Rbm24, 5 × 10^6^ cells per 100-mm plate were plated and, the following day, transfected with the lentiviral construct plasmids and packaging mix plasmids (pMD2.VSVG,^39^ pMDLg/pRRE and pRSV-Rev^36^) using the Lipofectamine 2000 reagent. Virus containing supernatant was harvested 48 h and 72 h later and used to infect MSC cells (1 ml per 35-mm plate) along with 2 *μ*g/ml of Polybrene. Virus expression was monitored by western blot analysis of GFP and Rbm24 proteins.

### Ago2 immunoprecipitation

MSC myocytes kept in DM for 30 h were transfected with 20 nM miR-222 or siGFP duplex RNAs using Lipofectamine 2000 reagent (Invitrogen, Thermo Scientific) and maintained in DM for a further 16 h. After cell lysis, two lysate aliquotes were taken to analyze total RNAs and proteins and the remaining was immunoprecipitated with anti-Ago2 antibody using the RNA-binding protein immunoprecipitation Magna RIP Kit (Merck Millipore, Billerica, MA, USA) following the manufacturer's instructions. Ago2 bound RNA was extracted using TRIzol reagent (Invitrogen, Thermo Scientific).

### RNA sequencing

Amplification of cDNA from Ago2 co-immunoprecipitated RNA was performed using the Ovation RNA-Seq system V2 (Nugen, San Carlos, CA, USA), then cDNA was fragmented and ligated into a sequencing library using Ovation Ultralow library system (Nugen). After barcoding, the RNA libraries were pooled, denatured and diluted to a 8 pM final concentration. Cluster formation was performed on cBot (Illumina, San Diego, CA, USA) (paired-end) using flow cells v.3. The SBS (sequencing by synthesis) was performed according to TruSeq PE protocol (Illumina) for the HiSeq 2500 (Illumina) set to 2 × 100 cycles, yielding an average of 30 × 10^6^ clusters for each sample. RNA sequencing data are archived in the Gene Expression Omnibus database (GEO entry GSE75981, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75981). Analysis of count data was performed using htseq-count (v0.5.3p9) and DESeq2^40^ after reads were aligned to the mouse genome (mm10) using SOAPSplice.^41^ In brief, DESeq2 uses generalized linear models based in the negative binomial distribution. We built linear models using two different experiments and two conditions (miR-222 overexpression (*n*=1) and control siRNA (*n*=2)) with the linear formula (~condition+experiment).

### Detection of putative targets

In order to find putative miR-222 seeds within target mRNAs immunoprecipitated with RISC complexes, we identified RNA-Seq enrichments using a peak calling approach. In brief, all aligned reads (bam format) were transformed into bed files using bedtools (version 2.17.0) and peaks were called using macs2 with default parameters. Peaks were filtered by a log_10_p.value>20, in order to enforce trustable enrichments. 

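In every list the smallest −log10 p was 20.0. The median was 34.3, 36.6 and 35.9 in control-IP replicates 1, 2 and 4, 36.1 and 40.4 in miR-222-IP replicates 1 and 2, and 68.6 in control-IP replicate 3. With a threshold of 50 the number of peaks would fall to 3109, 6480, 2321 and 5602 in control-IP replicates 1 to 4 and to 6637 and 14291 in the miR-222-IPs.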

Peaks coming from the different samples were merged in a single bed file containing all peaks. They were then annotated using the mm10 bed annotation file from Ensembl (Mus_musculus.GRCm38.72.gtf). 

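The coordinates of the 239 intervals in Table S2 were compared with merges of the deposited lists. They were identical to an interval of the 5-library merge, without control-IP replicate 3, in 209 cases (87.4%), and to an interval of the 6-library merge in 120 (50.2%). Of the 1998 intervals of Table S1 read here, 1727 (86.4%) were identical to an interval of the 5-library merge and 38 (1.90%) to one of the 6-library merge. No peak of the 5 libraries overlapped 94 of the Table S1 intervals and 2 of the Table S2 intervals.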

Read counts over the identified intervals were assessed using bedtools. miRanda software for microRNA target prediction^42^ was used to search for miR-222 putative targets on the peak sequences detected at RISC-IP RNA. Genes with peaks overrepresented in miR-222-overexpressing cells (log2 Fold Change >0) in two independent experiments with miRanda detected seeds for miR-222 were considered for further validation.

### RNA expression analysis

Total and immunoprecipitated RNAs were extracted with TRIzol reagent (Invitrogen, Thermo Scientific) and retro-transcribed with the GoScript Reverse Transcription System (Promega) using oligo (dT) and random primers. Specific primers for mRNA analysis by PCR are shown in Supplementary Table S3. qPCR was performed using an Applied Biosystem 7500 Fast Real-Time PCR System. Power SYBR Green PCR master mix (Applied Biosystems, Thermo Scientific, Waltham, MA, USA) was used to analyze mRNAs and quantification was based on the standard curve method. Results were normalized with respect to GAPDH expression. The analysis of different isoforms of alternatively spliced mRNAs was performed by RT-PCR using GoTaq Flexi DNA Polymerase (Promega) for 25–30 cycles for Coro6 and 30–35 cycles for Fxr1.

microRNA levels were analyzed from total RNA using the TaqMan MicroRNA Assays (Applied Biosystems, Thermo Scientific). Relative expression was calculated using the comparative Ct method (2^−ΔΔCt^).^43^ Different samples were normalized to miR-16 expression.

### Luciferase assays

For the expression of luciferase reporter constructs, 7 × 10^4^ 293FT cells were plated on Poly-L-Lysine (20 *μ*g/ml, L7240 Biochrom, Berlin, Germany) coated 48-multiwell plates and transfected with 7.5 ng of pMIR-Report or pGL3-Promoter and derived plasmids, along with 7.5 ng of pRL plasmid coding for renilla luciferase (Promega) to normalize for transfection efficiency (pRL-CMV in co-trasfection with pMIR, pRL-SV40 in co-trasfection with pGL3). In total, 0.4 *μ*l/well of the lipofectamine 2000 reagent were used (Invitrogen, Thermo Scientific). In some experiments, a pGL3 construct containing the human p27 3'UTR, obtained by A Fusco^26^ was used as positive control. In total, 50 nM of duplex RNAs were co-transfected with the reporter plasmid DNA. After 24 h, cells were lysed and luciferase expression was measured with the Dual Luciferase Assay kit (Promega) using a luminescence counter (1420 Victor Light, PerkinElmer, Waltham, MA, USA).

### Immunofluorescence analysis

For labeling with mAb to myosin heavy chain (MF20), cultures were fixed with a mixture of 3.5% formaldehyde, 70% ethanol and 5% acetic acid and washed thoroughly before incubation with antibody. The samples were examined with an Olympus AX70 immunofluorescence microscope. Images were recorded on an Olympus XM10 camera and processed using the Olympus CellSens Standard 1.8.1 software. Cell scoring was carried out using the public domain software ImageJ.

### Whole-cell extracts and western blot analysis

Cells were lysed in RIPA buffer (140 mM NaCl, 3 mM MgCl2, 1 mM EDTA, 15 mM Hepes, pH 7.2, also containing 0.5% sodium deoxycholate, 1% NP-40, 0.1% SDS) supplemented with a cocktail of protease inhibitors. Western blots were carried out using horseradish peroxidase-conjugated goat anti-rabbit and anti-mouse antibodies and revealed with a chemiluminescence detection system by Thermo Scientific. Imaging and quantitation of the bands were carried out by ChemiDoc XRS Western Blot Imagin System using the ImageLab 4.0 software (Bio-Rad, Hercules, CA, USA).

### Statistical analysis

Variables were analyzed by Student's *t*-test and a probability value of *P*⩽0.05 was deemed statistically significant. Values are expressed as average±S.E.

## Figures and Tables

**Figure 1:**
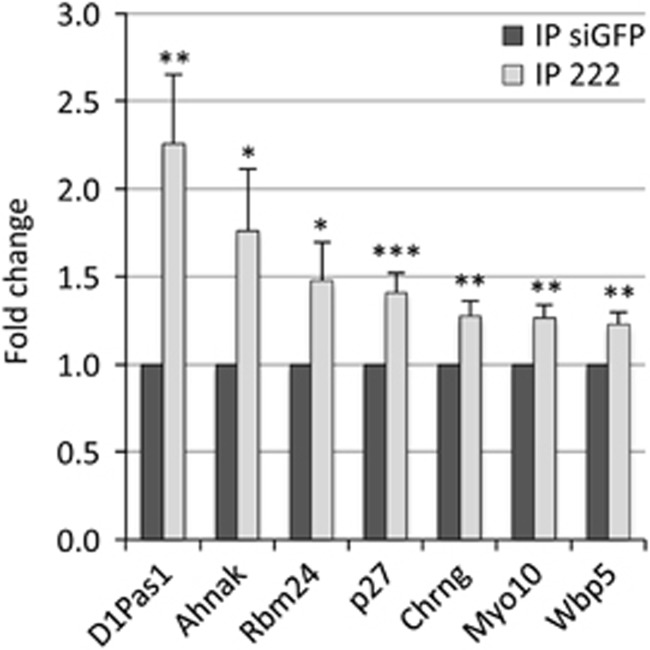
qPCR validation of miR-222 mRNA targets enriched in RISC-IP. MSC myocytes, kept in DM for 30 h, were transfected with 20 nM miR-222 mimic and control siGFP and, after 16 h, processed for RISC-IP. RNA extracted from the IPs were analyzed by qPCR for the enrichment of selected miR-222 mRNA targets. p27 mRNA is included for comparison. Values were normalized to GAPDH mRNA and the expression level of each mRNA is indicated as fold change in miR-222-IPs *versus* control-IPs, referred as 1. The error bars represent the average±S.E. (*n*⩾3–4; *P<0.05; **P<0.01; ***P<0.001)

**Figure 2:**
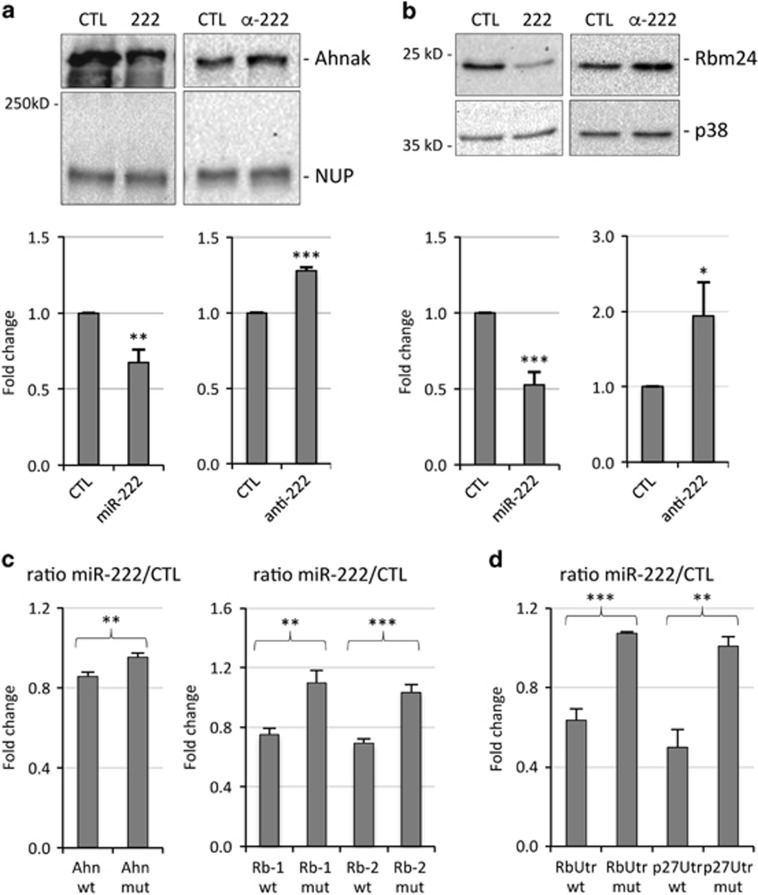
Validation of Ahnak and Rbm24 as direct targets of miR-222. (**a**, **b**) MSC myocytes, kept in DM for 30 h, were transfected with miR-222 mimic (222) or antisense inhibitors (α-222) and relative controls siGFP or anti GFP (CTL). After 48 h, cells were lysed for protein analysis. Western blot analysis of Ahnak (**a**) and Rbm24 (**b**) expression levels; Nucleoporin (NUP) and p38 proteins were used as loading controls. The histograms in (**a**) and (**b**) (lower panels) show the quantitation of expression levels of Ahnak and Rbm24, normalized to Nucleoporin and p38, in myocytes transfected with miR-222 mimic or inhibitor *versus* myocytes transfected with control RNAs, referred as 1. The error bars represent the average±S.E. (*n*=3–6; *P<0.05; **P<0.01; ***P<0.001). (**c**) 293FT cells were transfected with empty firefly luciferase reporter vector (pMIR-REPORT) or derived constructs containing either an intact miR-222-binding site (wt), or a mutated miR-222-binding site (mut) in Ahnak and Rbm24 target regions. For Rbm24 both miR-222 target sites were analyzed (Rb-1, Rb-2). (**d**) 293FT cells were transfected with empty firefly luciferase reporter vector (pGL3) or derived constructs containing an intact portion of the 3'UTR of Rbm24 (RbUtr wt) or p27 ( p27Utr wt) or mutated 3'UTRs (mut). (**c**, **d**) Each plasmid was co-transfected with a plasmid encoding renilla luciferase along with miR-222 mimic or negative control (CTL). Activities of each pMIR-REPORT and pGL3 construct were normalized first to renilla luciferase and then to empty vector activities. The ratio of luciferase activity in cells transfected with miR-222 mimic *versus* cells transfected with control RNA is expressed as fold change. The error bars represent the average±S.E. (*n*=3–5; **P<0.01; ***P<0.001)

**Figure 3:**
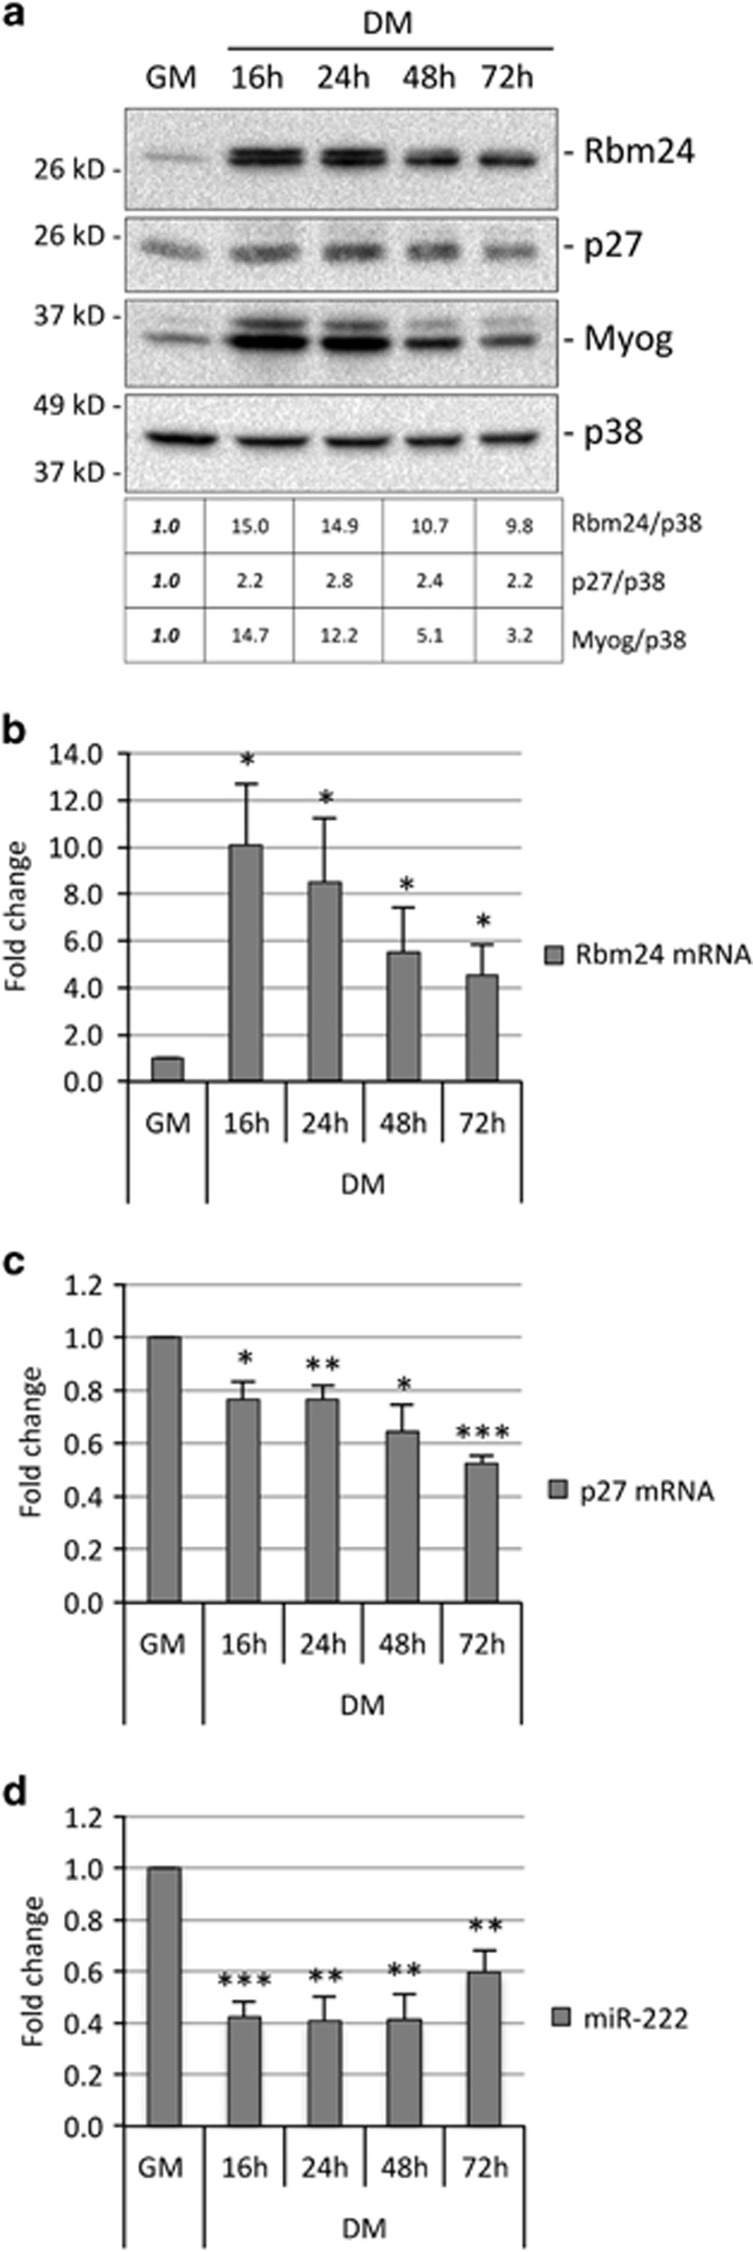
Expression of Rbm24, miR-222 and muscle-specific genes during myogenic differentiation. (**a**) Proliferating MSC myoblasts (GM) and myoblasts shifted to DM for 16–72 h were analyzed at different time points for expression of Rbm24, p27 and Myogenin proteins by western blot. p38 is shown as loadingcontrol. The table shows a quantification of the expression of Rbm24, p27 and Myogenin proteins in DM, normalized to p38, relative to GM, referred as 1. (**b–d**) Parallel cell cultures were analyzed for expression of Rbm24 mRNA, p27 mRNA and miR-222 by qPCR. Values were normalized for expression of GAPDH mRNA and miR-16, respectively, and shown as fold change relative to GM, referred as 1. The error bars represent the average±S.E. (*n=*3–4; *P<0.05; **P<0.01; ***P<0.001)

**Figure 4:**
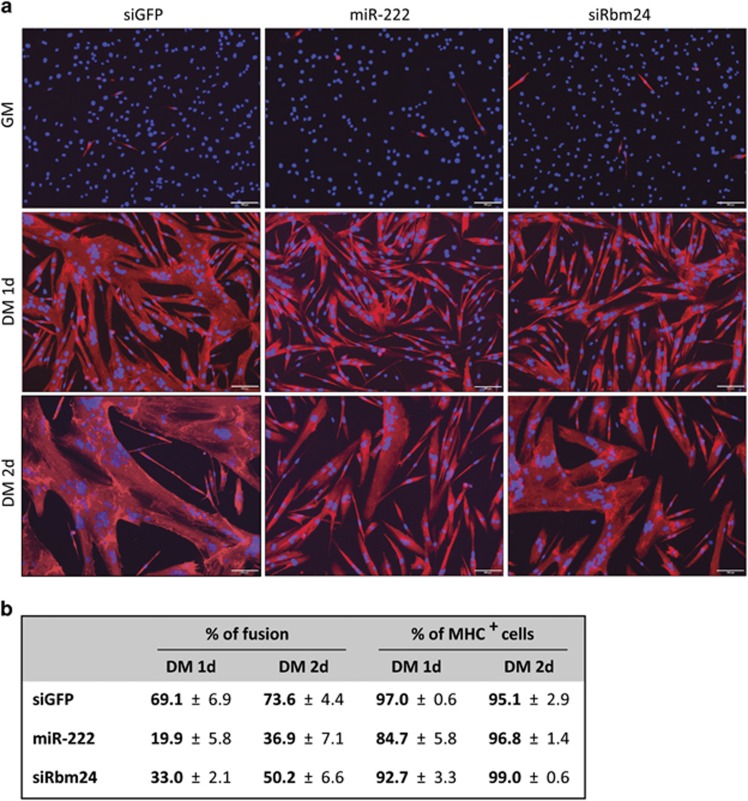
MiR-222 overexpression and Rbm24 silencing inhibit myoblast fusion. (**a**) MSC myoblasts transfected in GM with siGFP, miR-222 or siRbm24 duplex RNAs were maintained in GM for 1 day (GM) or shifted to DM for 1 day (1d) or 2 days (2d). Cells were subjected to immunofluorescence with antibodies specific for skeletal Myosin Heavy Chain (MHC) and nuclei were counterstained with Hoechst dye. Scale bar: 100 *μ*m. (**b**) Quantitation of fusion and MHC-positive (MHC^+^) cells in DM at 1d and 2d in at least three independent experiments (averages±S.E.) is shown in the table. The percentage of fusion was calculated as the ratio of nuclei in MHC^+^ myotubes containing three or more nuclei over total nuclei given as 100% at least 500 nuclei were counted for each plate

**Figure 5:**
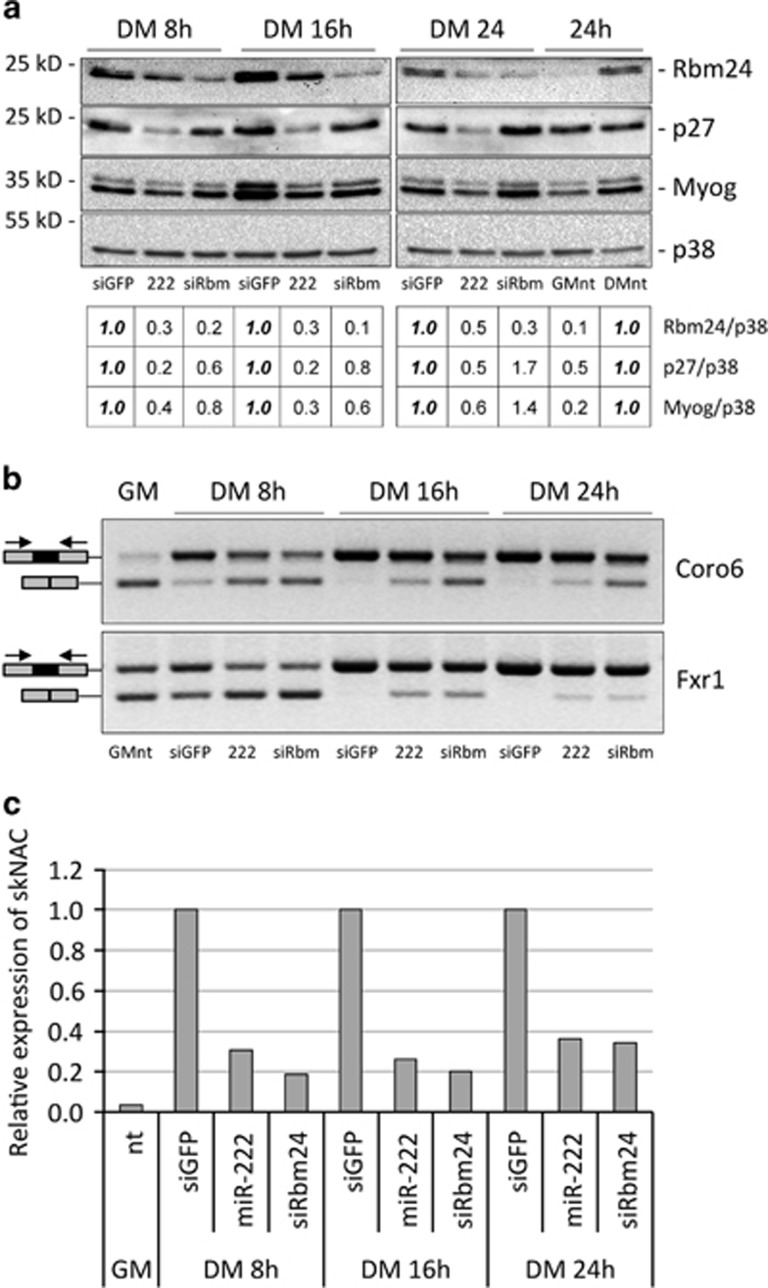
MiR-222 overexpression and Rbm24 silencing inhibit muscle alternative splicing during early myoblasts differentiation. (**a**) MSC myoblasts transfected in GM with siGFP (siGFP), miR-222 (222) or siRbm24 (siRbm) duplex RNAs were shifted to DM for 8 h, 16 h or 24 h and analyzed for expression of Rbm24, p27 and Myogenin proteins by western blot. The table shows a quantification of the expression of Rbm24, p27 and Myogenin proteins normalized to p38, relative to control siGFP, referred as 1. Untransfected MSC in GM (GMnt) and DM (DMnt) at 24 h are shown for comparison. (**b**) RNA from parallel cell cultures was analyzed by semi-quantitative RT-PCR and amplicons were separated on ethidium bromide-stained agarose gels to determine splicing efficiency of muscular isoforms of Coro6 and Fxr1 transcripts. Greyscale of images was inverted for a sharper band definition. In the scheme, the black rectangles represent muscle-specific exons and the black arrows indicate primer positions. (**c**) General and muscular isoforms of NACA transcripts were detected by qPCR analysis and normalized to GAPDH transcript. Expression of muscle-specific isoform of NACA (skNAC) over the general NACA isoform, and relative to siGFP, referred as 1, is shown in the histogram. A representative experiment is shown

**Figure 6:**
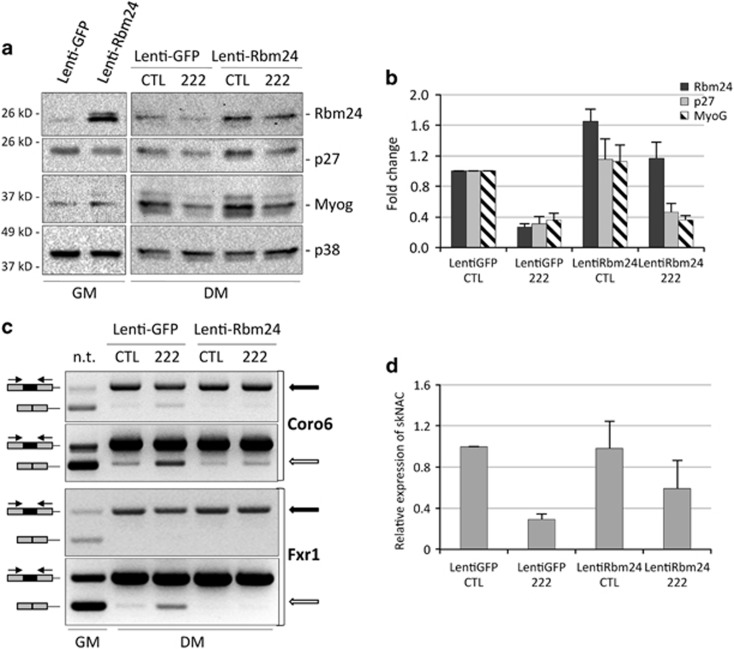
Ectopic expression of Rbm24 rescues muscle alternative splicing inhibited by miR-222. (**a**) MSC myoblasts were infected with Lenti-GFP and Lenti-Rbm24 and grown in GM for 48 h (GM). Parallel cultures were transfected with miR-222 mimic (222) and negative control duplex RNA (CTL) and shifted to DM for 24 h. Cells were analyzed for expression of Rbm24, p27 and Myogenin proteins by western blot. (**b**) The histogram shows the quantitation of the expression levels of Rbm24, p27 and Myogenin normalized to p38, relative to MSC infected with Lenti-GFP and transfected with control duplex RNA, referred as 1, in three independent experiments. The error bars represent the average±S.E. (**c**) RNAs from parallel cell cultures were analyzed by semi-quantitative RT-PCR, and amplicons were separated on ethidium bromide-stained agarose gels to determine splicing efficiency of muscular isoforms of Coro6 and Fxr1 transcripts. Two different exposures of the same amplified bands for Coro6 or amplification at different PCR cycles for Frx1 are shown, to better highlight differences in the muscle-specific isoforms (top panels, black arrows) and in the general isoforms (bottom panels, white arrows). (**d**) Real-time PCR analysis to detect general and muscular isoforms of NACA transcripts normalized to GAPDH transcript. The histogram shows expression of muscle-specific isoform of NACA (skNAC) over the general isoform, and relative to Lenti-GFP transfected with control duplex RNA, referred as 1, in three independent experiments. The error bars represent the average±S.E.

**Table 1:** Validated miR-222 target transcripts

**Gene symbol**	**RefSeq**	**Average log2 fold change**	**Target sequence position**	**Known functions**^a^
Ahnak	NM_009643	0.45	Coding	Regulation of actin cytoskeleton, calcium channels and skeletal muscle costameres
Chrng	XM_006529078	0.32	3'UTR	Cholinergic receptor activity, protein binding
D1Pas1	NM_033077	0.51	3'UTR	ATP binding, DNA/RNA binding
Myo10	NM_019472	0.26	3'UTR	Actin binding, ATP binding, regulation of cell adhesion and migration
Rbm24	NM_001081425	0.23	3'UTR	RNA binding, regulation of mRNA stability, regulation of muscle alternative splicing
Wbp5	NM_011712	0.28	Coding-3'UTR junction	Protein binding

a From NCBI Database.

## Abbreviations

DM: differentiation medium
DMEM: Dulbecco's Modified Eagle Medium
GM: growing medium
miRNA: microRNA
MSC: mouse satellite cells
PTB: polypyrimidine tract-binding protein
RISC: RNA-induced silencing complex
RISC-IP: RNA-induced silencing complex immunoprecipitation

# Supplementary material for: MicroRNA-222 regulates muscle alternative splicing through Rbm24 during differentiation of skeletal muscle cells
**Source:** Cell Death Dis. 2016 Feb 4;7(2):e2086–. doi: 10.1038/cddis.2016.10
**Supplement:** Supplementary Table S3

Table S3. List of primers used for RT-PCR and cloning

| **Real-Time PCR Primers** | |
| --- | --- |
| Rbm24 F | TGGGTAAAGGCAGGCAGAAG |
| Rbm24 R | GTGGGGCAGGAGGAAAAGAA |
| Ahnak F | AGGGGATTGGCCTTGATGTG |
| Ahnak R | GCCCACCAGTAGCAATCTCA |
| D1Pas1 F | TGGAGGTAGCTATGGAGGCT |
| D1Pas1 R | TGGCAAAGCAGGCTCAGTTA |
| p27 F | GAGCAGTGTCCAGGGATGAG |
| p27 R | TCTGTTCTGTTGGCCCTTTT |
| Chrng F* | TGGTCACATGACTTTGAGCAGT |
| Chrng R* | GTGCTGGAAACCAACCCAGA |
| Myo10 F | ACGAGTCTGCTCACAAAGCA |
| Myo10 R | AGCCAAGAGACACTGCTTCC |
| Wbp5 F | GGCACCTGAGCAGTGATGAT |
| Wbp5 R | ATGGCTTCGGTTAGCCTTCC |
| NACA F | TACAGAGCAGGAGTTGCCAC |
| NACA R | CTAACTGTGCTTGCTGAGAC |
| skmNACA R | GCAGTTTCAGCTGTTATGGG |
| **PCR Primers** | |
| Coro6 F | TCATCATCTGGAATGTGGGC |
| Coro6 R | GTACCGAATGCTACTGTCAC |
| Fxr1 F | TCTCACCACAGTACTAACCG |
| Fxr1 R | TAGCCAAAGTTTCCCTTGGG |
| Chrng3UTR F | TGGTCACATGACTTTGAGCAGT |
| **PCR Primers for cloning in pMIR-REPORT** | |
| Rbm24 1 wt F | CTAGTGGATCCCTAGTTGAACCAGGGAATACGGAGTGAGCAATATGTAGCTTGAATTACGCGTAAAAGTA |
| Rbm24 1 wt R | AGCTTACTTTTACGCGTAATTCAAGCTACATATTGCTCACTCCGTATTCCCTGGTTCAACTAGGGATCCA |
| Rbm24 1 mut F | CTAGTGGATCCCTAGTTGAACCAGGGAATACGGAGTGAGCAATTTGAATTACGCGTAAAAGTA |
| Rbm24 1 mut R | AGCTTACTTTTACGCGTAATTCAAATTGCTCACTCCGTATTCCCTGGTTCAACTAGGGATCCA |
| Rbm24 2 wt F | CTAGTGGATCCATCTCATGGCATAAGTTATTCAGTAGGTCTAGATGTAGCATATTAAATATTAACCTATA |
| Rbm24 2 wt R | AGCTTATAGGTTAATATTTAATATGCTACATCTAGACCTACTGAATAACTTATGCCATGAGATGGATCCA |
| Rbm24 2 mut F | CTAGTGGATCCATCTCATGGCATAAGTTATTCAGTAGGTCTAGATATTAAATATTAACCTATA |
| Rbm24 2 mut R | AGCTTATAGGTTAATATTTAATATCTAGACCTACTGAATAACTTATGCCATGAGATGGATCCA |
| Ahnak1 wt F | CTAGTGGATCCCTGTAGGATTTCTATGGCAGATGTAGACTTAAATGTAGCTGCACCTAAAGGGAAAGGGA |
| Ahnak wt R | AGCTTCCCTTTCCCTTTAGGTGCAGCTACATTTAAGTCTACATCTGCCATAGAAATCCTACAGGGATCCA |
| Ahnak mut F | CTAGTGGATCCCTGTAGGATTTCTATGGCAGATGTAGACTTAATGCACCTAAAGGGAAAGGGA |
| Ahnak mut R | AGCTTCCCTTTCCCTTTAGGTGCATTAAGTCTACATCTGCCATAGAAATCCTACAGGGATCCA |
| **PCR Primers for cloning in pGL3-Promoter** | |
| Rbm24 3UTR F | TATACTAGTCTGCCTTTTCCAAGTTAGA |
| Rbm24 3UTR R | TATACTAGTCGAACAGTGCACATATGAAT |
| **PCR Primers for cloning in pCR2.1** | |
| Rbm24 cds F | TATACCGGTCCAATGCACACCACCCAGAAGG |
| Rbm24 cds R | TATGTCGACCTACTGCATTCGGTCTGTC |

Asterisks (*) indicate primers also used in conventional PCR experiments

How the deposited data were processed for this re-analysis (not part of the article)

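RISC-IP RNA of MSC myocytes transfected with miR-222 or control duplex RNA was sequenced in 2 experiments, with 4 control-IPs and 2 miR-222-IPs in all. The authors aligned the reads to mm10 with SOAPSplice, called peaks in each library with macs2 at default parameters and deposited the −log10 p of each peak that passed their threshold of 20. The version of macs2 and its control track are not given in the paper's text. Condition, replicate and experiment of each library were taken from the sample labels and the paper's methods.

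The lists give positions and −log10 p. The design set before the data were examined assumed peak heights or read counts, so 2 changes were needed. The test for differential peaks across libraries was not run, because it needs counts. Ratios were formed from −log10 p in place of peak height, using the highest value of a library's peaks over an interval. These ratios mix enrichment with depth, and they can be formed only where a peak was called. The number of reads in each library was not used here, so no interval of counting error can be given.

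Peaks were merged in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 wherever they overlapped by at least 1 bp or touched. Genes, exons, coding and untranslated parts came from GENCODE M21 on GRCm38, matched with bedtools 2.31.1, whereas the authors annotated with an earlier Ensembl release. Sequences came from GRCm38 through pysam 0.24.0. The number of merged intervals and of genes used all 6 libraries. The set of 41363 intervals merged from the 5 libraries without control-IP replicate 3 served for ratios, seed sites and calls by library. That set was chosen after the lists had been seen, because the peaks of control-IP replicate 3 were wide and its list ended on chromosome 18.

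Log2 ratios compared the miR-222-IP of an experiment with the mean of its 2 control-IPs after scaling by the median of ratios. The count of Table S2 intervals with positive ratios was set against 10000 random lists matched on mean signal in 10 classes of equal size. The seed 7-mer was ranked among the 630 7-mers of its base composition, by difference in mean log2 ratio or by the Mantel-Haenszel odds ratio over strata of interval width. Labels were permuted within experiments for single intervals with a peak in all 5 libraries. That exact test has 6 arrangements, so its p cannot fall below 0.167. The statistics were tested on simulated data. All 9 checks passed, and a planted difference of 0.50 in log2 ratio was recovered as 0.51 on average. The simulated noise was equal in all libraries and not fitted to the data, and no library had wide peaks. The exact test was checked with 9 arrangements. These checks show that the statistics were computed as meant, and not how small an effect could be seen in these data.

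The genes named are those of Table 1, the known targets p27, p57, Sntb1 and Myod1, the splicing targets Coro6, Fxr1 and Naca, and Myog and Gapdh as references. The 3 intervals with the largest and the 3 with the smallest mean log2 ratio are also named, among those beyond both control-IPs of each experiment in the same direction, except 1 that is not reported here. Alternatives covered the threshold, the merging distance, the overlap with genes, the scaling, the treatment of libraries without a peak, the seed length and the omission of each library in turn. The rules for names and these alternatives were set before the data were examined. Added later were the omission of peaks wider than 5000 bp, the comparison at an equal number of peaks per library, and all counts of which libraries called an interval. Alternatives with fold enrichment or with a threshold of 10 were not run, since the lists give −log10 p over 20. The qPCR, western blot, luciferase and splicing experiments were not analysed here.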

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

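The tests of the wide peaks below were chosen after the pattern had been seen. The comparison of intervals by the libraries that called them was added after the lists had been seen, and its tests of the seed site and of interval width were set before their results were seen. The comparison of pairs of libraries was added after the rank of the seed site had been seen.

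Control-IP replicate 3 stood apart from the other 3 control-IPs in 5 of 8 measures examined. Chance gives about 1 in 20 for a single measure, but these measures are not independent. The median width, the Mb covered and the score at Naca all reflect the wide peaks of this library. Its median peak width was 32103 bp, its peaks covered 192 Mb, its median −log10 p was 68.6 and its peaks lay on 10 main chromosomes. At the end of Naca (chromosome 10, 128047583 to 128048577) its −log10 p was 135, against 30.0, 24.9 and 31.3 in control-IP replicates 1, 2 and 4. Its number of peaks, 3619, and its −log10 p of 129 at the end of Coro6 were not far enough from the others to stand apart. A candidate explanation for the width is that neighbouring peaks were joined. Of the ends of its 2771 wide peaks, 27.4% lay within 50 bp of the same end of a peak of another library. In 1000 random placements of the same widths on the same chromosomes the share was at most 0.541%, but broad signal confined to transcripts would also exceed that. The ends in exons and over 50 bp from an exon boundary, 1802 in number, were therefore compared with random exonic bases at most 10000 bp away. The share was 30.1%, against at most 7.55% in 1000 draws. Broad signal that ends anywhere in exons would not give that excess, and most ends lay near no such end. The lack of peaks on 11 main chromosomes may come from a list that ended early. In the order of the list, 0 main chromosomes without a peak came before chromosome 18, where the last peak ended at 47281488, 52.1% of the way along that chromosome. Both explanations are technical, and they do not exclude each other. The design gives no biological explanation, since the library is a control-IP like the others, and none was tested. Whether the wide peaks arose in peak calling or in handling of the list cannot be told from positions and −log10 p. Results that use the score of this library inherit these limits.

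Table S2 has no interval of identical coordinates for 31 intervals over exons with ATGTAGC on the gene strand. These 31 had a peak in both miR-222-IPs and in no control-IP. Their overlap with the 28 Table S2 intervals whose coordinates differ from those of a merged interval was not examined. All 31 lie on chromosomes, or in the part of chromosome 18, where the list of control-IP replicate 3 has no peak, so that 3 control-IPs were compared there. On the chromosomes with wide peaks, 93.4% of the intervals of the other libraries lie under a peak of control-IP replicate 3. Without that library as a control there were 61 such intervals. Among the 31 and ordered by the lower of the 2 scores, the first was Paip2b (chromosome 6, 83806667 to 83808178), with a −log10 p of 39.5 and 56.5 in miR-222-IP replicates 1 and 2. Pogz (chromosome 3, 94880276 to 94880911) had 37.3 and 42.6, and Lonp2 (chromosome 8, 86713850 to 86714183) had 36.2 and 63.2. Controls without a peak were below the threshold and not necessarily without signal, and miR-222-IP replicate 2 had the most peaks of all libraries. A hypothesis is that binding of miR-222 brought some of these intervals past the threshold. Among the 2482 exonic intervals with a peak in both miR-222-IPs and in none of control-IP replicates 1, 2 and 4, 2.98% held the 7-mer, against 2.48% of the others. The odds ratio, stratified by width, was 1.44 and ranked 29 among the 630 7-mers of the same composition, near the edge of the top 5%. A stricter limit, split over both ends of the ranking, was applied first, and rank 29 does not pass it. That limit was replaced, after the ranks had been seen, by the top 5% written down before the test. In the 11722 exonic intervals with a peak in miR-222-IP replicate 2 alone of the 5 libraries the odds ratio was 0.988, at rank 408, and in the 337 with a peak in miR-222-IP replicate 1 alone it was 1.17, at rank 225. The group with a peak in miR-222-IP replicate 2 alone goes against an effect of the site on such calls in general, since the 7-mer was not raised there. It cannot exclude an effect on a small part of them, because that library had the most peaks. The group of miR-222-IP replicate 1 alone had 7 intervals with the 7-mer, too few to count for or against the hypothesis. Interval width was tested as a technical explanation. The 2482 intervals were narrower, with a median of 353 against 375 bp, and the median 7-mer had an odds ratio of 0.956 in them. The same odds ratio was computed for each pair of the 5 libraries, and that of the miR-222 pair was in place 3 of 10. The 2 pairs above it had 74 and 34 intervals, with 4 and 1 holding the 7-mer and ranks of 103 and 106. The pairs with 1052 and 2324 intervals had lower odds ratios, with ranks of 203 and 387. The remaining pairs had 2 to 134 intervals, none with the 7-mer, and an odds ratio of 0. Among them the pair of control-IP replicates 1 and 4, with 2 intervals, still ranked 24, so ranks mean little in such small pairs. With 10 pairs even the first place could not reach the 5% level, so the place of the miR-222 pair decides nothing. The rank was 14 without control-IP replicate 1 and 17 without control-IP replicate 2. It was 116 without control-IP replicate 4, 65 with an equal number of peaks per library and 72 with control-IP replicate 3 counted, all 3 outside the top 5% that had been set.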

How the results depend on the processing

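The alternatives named in the processing summary were set before the data were examined, except those said here to have been added. The cause of the changes was not tested unless a value is given for it. Alternatives with fold enrichment, a threshold of 10, or tests of differential peaks were not run, because the lists give −log10 p over 20 and no counts. The 8-mer gave a difference but no rank, since its composition has another set of words.

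The 27446 merged intervals became 11634 with −log10 p over 50, 17443 with a peak required in at least 2 libraries and 27247 with peaks within 100 bp merged. With peaks wider than 5000 bp left out, an alternative added after seeing the data, there were 41392. The 6 merges that each left out a library gave 20143 to 41363, and the highest value was without control-IP replicate 3. The 17784 genes became 10553 when at least 50% of an interval had to lie in the gene, 12875 with −log10 p over 50, and 14132 to 17776 with each library left out. A threshold of 50 reduced the peaks of control-IP replicates 1 to 4 to 3109, 6480, 2321 and 5602, and those of miR-222-IP replicates 1 and 2 to 6637 and 14291.

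Of the Table S2 intervals, 3 of 18 had a positive log2 ratio in both experiments. The count was 11 of 18 without scaling, 22 of 78 when a peak was needed in the miR-222-IP and 1 control-IP of each experiment, and 50 of 209 when missing peaks were given the library's lowest value. The 50 of 209 includes regions past the end of the list of control-IP replicate 3, where the value of that library is unknown. With each control-IP left out the count ranged from 5 to 14, with 18 to 42 intervals compared. The percentile among matched random lists lay between 11.3 and 85.8 in all of these, so that under none of them was the count in the top 5% of such lists. Calls by library were added after seeing the data. The 132 Table S2 intervals with a peak in both miR-222-IPs became 35 with −log10 p over 50 and 51 with an equal number of peaks per library. The 97 with a peak in miR-222-IP replicate 2 and in no control-IP became 71 with −log10 p over 50, 20 with an equal number of peaks and 55 with control-IP replicate 3 counted. They ranged from 101 to 126 with each control-IP left out.

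The Spearman correlation of the 2 experiments, 0.186, was 0.271 in intervals above the median signal and ranged from 0.0720 to 0.294 with each control-IP left out. The difference in log2 ratio for the seed site, 0.019, ranged from −0.019 without control-IP replicate 3 to 0.058, and its rank never entered the top 5% of 7-mers. The odds ratio of the seed site in intervals called in both miR-222-IPs and in no control-IP, 1.44, was 1.75 with an equal number of peaks and 1.33 with control-IP replicate 3 counted. Both had ranks outside the top 5%. It ranged from 1.17 to 1.54 with each control-IP left out.

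The log2 ratio of Myo10, −0.94, was −2.38 with scaling to the total in peaks, −1.19 with no replicate block and −1.74 to −0.15 with libraries left out. That of p57 (Cdkn1c), 0.93, was 1.18 with no replicate block and −0.58 to 2.43 with libraries left out, where the lowest value was without miR-222-IP replicate 2. That of Myod1, 0.96, ranged from −0.19 to 2.11 in the same way. Only 299 of the 1251 bp of the interval at the end of Gapdh lay in its exons. The rest lay past the annotated end of the gene, so the signal may not be that of Gapdh alone. That interval had 0.12, which became −0.15 with scaling to the total in peaks and ranged from −0.77 to 1.00. In p57, Myod1 and Gapdh the sign thus rested on the second experiment. The number of reads in each library was not used here, which limits every comparison of −log10 p between libraries.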

Differences from the paper's values

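The paper reports 10998 peaks, and merging all 6 lists gave 27446. With −log10 p over 50 the number was 11634, within 1.5 times the paper's. That is a match of counts and not of coordinates, since 24 of the 1998 Table S1 intervals read here were identical to an interval of that merge. Without control-IP replicate 3 the share was 20.4% with −log10 p over 50 and 86.4% with −log10 p over 20. None of the other alternatives set before the data were examined closed the gap. They gave 17443 with a peak in at least 2 libraries, 27247 with peaks within 100 bp merged, and 20143 to 41363 with each library left out.

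The paper reports 5626 genes, and the merged intervals overlapped 17784. None of the alternatives set before the data were examined closed the gap. The nearest was 10553, with at least 50% of an interval in the gene. The others gave 12875 with −log10 p over 50, 17106 for overlap with an exon, and 14132 to 17776 with each library left out.

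The paper states that the downstream Rbm24 site, Rb-2, was the site found by RNA sequencing. The Table S2 interval of Rbm24 and the peaks of both miR-222-IPs contained the seed matches of Rb-1 (46429723 to 46429729) and of Rb-2 (46430537 to 46430543).

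The paper selects the Table S2 intervals as overrepresented in miR-222-IPs in both experiments, from read counts. By the ratio of −log10 p, another measure, 3 of 18 intervals with a peak in all 6 libraries were higher in both. The count was 11 of 18 without scaling, and 14 of 42 without control-IP replicate 3. These counts leave out intervals with no peak in a control-IP that was compared. Myo10, listed as overrepresented, had a ratio of −0.94 by that measure, which rests on the wide peak of control-IP replicate 3 (134). The p57 (Cdkn1c) interval, also listed, had a mean ratio of 0.93, with −0.55 and 2.43 in the 2 experiments when control-IP replicate 3 is left out.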

Other observations

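The tests of which intervals Table S1 lists by number of libraries and by control-IP replicate 3 were chosen after the result was seen. Comparisons by the libraries that called an interval were added after the lists had been seen.

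For the known miR-222 target p27 (Cdkn1b, chromosome 6, 134920401 to 134925513), the lists had an interval at 134920693 to 134921481, with 475 bp of coding sequence and no ATGTAGC. Its −log10 p was 46.9 and 51.9 in miR-222-IP replicates 1 and 2 and 31.4 in control-IP replicate 4. The ATGTAGC in the annotated 3'UTR of p27, at 134924431 to 134924437, lay under no peak of the 5 libraries whose lists cover chromosome 6. For p57 (Cdkn1c, chromosome 7, 143458458 to 143459306) the values were 27.1 and 184 in the miR-222-IPs and 32.9, 27.7 and 22.7 in control-IP replicates 1, 2 and 4. The log2 ratio over these 5 libraries was −0.55 in the first experiment and 2.43 in the second, a mean of 0.94. An exact permutation test gave a one-sided p = 0.50 and a two-sided p = 0.833 among 6 arrangements, of which the smallest p is 0.167. Myod1 (chromosome 7, 46378119 to 46379076), whose interval holds no ATGTAGC, had −0.16 and 2.11, with a one-sided p = 0.333 from the same exact test. Sntb1 had a peak over its 3'UTR in miR-222-IP replicate 2 (82.8), and a wide peak of control-IP replicate 3 (151) covered it.

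Of the splicing targets, the last interval of Coro6 (chromosome 11, 77468994 to 77470131) had 43.6 and 163 in the miR-222-IPs and 49.8, 44.0 and 25.9 in control-IP replicates 1, 2 and 4, under a wide peak of control-IP replicate 3 (129). The last interval of Fxr1 (chromosome 3, 34068817 to 34069306) had 77.8 and 114 against 35.4, 34.8 and 56.5, and was higher in each miR-222-IP than in these controls before scaling. The last interval of Naca had 50.5 and 44.2 against 30.0, 24.9 and 31.3, also under a peak of control-IP replicate 3 (135). These values are before scaling, with scale factors of 1.49 for miR-222-IP replicate 2 and 0.989 for control-IP replicate 4. Naca at 128036393 had 23.3 in miR-222-IP replicate 1, 31.9 in control-IP replicate 4 and no peak in miR-222-IP replicate 2. Naca at 128040604 had 34.5 in miR-222-IP replicate 2 alone of the 5 libraries. None of these intervals holds ATGTAGC. Myog had its 2 intervals in miR-222-IP replicate 2 alone of the 5 libraries, with 52.7 and 75.7, and a peak of control-IP replicate 3 (139) covered both.

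The Table S2 intervals were called mostly in miR-222-IP replicate 2. A technical explanation is the larger number of peaks in that library. With all peaks, 44.4% of 189 exonic Table S2 intervals had a peak in it and in none of control-IP replicates 1, 2 and 4, against a median of 30.7% in random lists matched on width (percentile 99.99). With the 10579 highest-scoring peaks of each library the shares were 9.52% and 3.17%, at percentile 99.98 of the random lists. The share of the random lists fell as well, so the fall does not show what caused the calls. A difference from the random lists remained at equal numbers of peaks. Table S2 was selected on reads of the same libraries, so the test cannot separate the number of peaks from that selection.

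Intervals with ATGTAGC were compared with others by their log2 ratio of −log10 p, on the hypothesis that miR-222 raises it. The test covered the 3505 intervals with a peak in all 6 libraries, 151 of them with the 7-mer. It leaves out intervals that had no peak in a control-IP and all regions past the end of the list of control-IP replicate 3. The difference ranked 373 among 630 7-mers, so no effect of the seed site was seen in these intervals. The ratio was positive in both experiments in 25.8% of intervals with the 7-mer and in 25.4% of those without.

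Table S1 lists some merged intervals and not others, and the paper's text does not name the rule. On chromosomes 1 and 10, which the part read here covers in full, 25.2% of 4778 intervals were listed. The share was 33.6% for intervals called in 1 of the 5 libraries and 16.4% for those called in all 5, a difference of 17.2 percentage points. It was 25.9% for intervals under a peak of control-IP replicate 3 and 8.20% for the 183 others, a difference of 17.7 points. As a biological explanation the seed site was tested, and ATGTAGC was not more frequent in listed intervals, with rank 560 of 630. A low number of calling libraries and a peak of control-IP replicate 3 are thus associated with listing, and neither may be the rule itself, since most intervals with each property were not listed.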
